A study of Saccharomyces cerevisiae with 59 samples. Its data were reported in "Transcriptomic changes in single yeast cells under various stress conditions" (2023).

How the data were processed

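RNA was taken in bulk from spheroplasts (cells without their wall) of the Saccharomyces cerevisiae strain S288C under amino acid starvation and diluted to 6 input amounts. Libraries were prepared from 5 pg (n = 10), 10 pg (n = 10), 20 pg (n = 10), 100 pg (n = 7), 1 ng (n = 8) and 10 ng (n = 9) of RNA with the protocol that the study used for its single cells, in which oligo-dT primes the cDNA, the cDNA is tailed and amplified by PCR, and no molecular identifiers are added. ERCC spike-in RNA, a set of 92 synthetic transcripts, was added to the reactions in an amount that rose in proportion to the RNA input. The labels of 5 further libraries give no input amount, and these libraries entered no comparison. The labels do not say that the libraries of an amount came from separate cultures, so each p-value measures only the spread between these libraries, which may be technical. The study's single-cell data are not part of this series.

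The deposited files hold raw counts per gene and per spike-in, 1 library per file. The authors aligned the reads with STAR 2.5.2 to the R64 genome of the yeast reference strain without trimming and counted uniquely mapped reads per gene; the submitters' processing notes also name HTSeq and RSEM 1.2.31. The library kit does not mark the strand, so reads of a gene and of an overlapping antisense partner cannot be separated, and counts of near-identical gene copies are uncertain where reads map to both. Each file lists 6420 genes, of which 6142 were matched to the R64 reference annotation (6019 by locus tag and 123 by symbol). Protein-coding gene models of that annotation had lengths that were all multiples of 3, so lengths are coding lengths. The 5 summary lines per file that name no gene, which held 2.84% to 12.1% of the counts of a grouped library, and the spike-ins were left out of all gene totals.

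The gene total of the 54 grouped libraries ranged from 290434 to 2452562 counts (median 1272229.5). Intervals and limits based on counts cover counting error only, because PCR copies are not independent molecules. A gene was called detected with at least 5 counts. For a comparison at equal depth, each library was thinned without replacement to 290000 counts in 20 draws and the draws were averaged. Agreement with the 10 ng profile was the Spearman correlation of a library's counts scaled to an equal library total (CPM) with the mean CPM of the 10 ng libraries, each 10 ng library being left out of its own reference, over the 4182 genes with at least 5 counts in at least 20% of the grouped libraries. Coding length and GC content were averaged over genes with the counts as weights; at least 99.8% of the counts of each library fell in genes with a length. The share of counts was summed for each of the 6 gene lists that held at least 1% of the counts on average.

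Each measure was compared between 5 pg and 10 ng and between the 5 neighbouring pairs of amounts. The difference of means was tested with a two-sided exact permutation test, or a two-sided permutation test with 100000 resamples where both groups held 10 libraries. The p-values were adjusted by the Benjamini-Hochberg method over the 6 comparisons of a measure, and over 36 for the shares of the 6 lists; printed p-values are adjusted unless called unadjusted. Gene counts were tested with the quasi-likelihood test of edgeR 4.0.16 after TMM scaling, on genes with at least 5 counts in at least 20% of the compared libraries, at a Benjamini-Hochberg adjusted p of 0.05. Gene-wise fold changes are log2 values of the lower over the higher input, given relative to the median over all genes tested in that comparison, and the adjusted p refers to the fold change before the median was subtracted. The SE printed with a fold change also refers to the value before subtraction. It is the absolute value of that fold change divided by the square root of the F statistic of the test. Gene lists were tested for 5 pg against 10 ng with camera of limma 3.58.1 with a preset correlation of 0.01, and again with an estimated correlation and with fry; lists needed at least 4 tested members. R 4.3.3, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

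The groups, tests, gene lists and rules for naming genes were set before the data were examined, except where stated. For 5 pg against 10 ng the named genes were the 12 largest rises and 12 largest falls among genes past the threshold with an absolute log2 fold change of at least 1, a mean log2 CPM of at least 5, and at least 5 counts in at least 80% of the libraries of the group in which they were higher. The same rule gave up to 3 rises and 3 falls for each neighbouring pair. The 10 most abundant genes at 10 ng, the 4 most abundant members of each list and the list members past the threshold could also be named. The lists were sulfur amino acid synthesis and sulfate uptake, synthesis of other amino acids, ribosome biogenesis, general stress response, glycolysis and ethanol formation, glucose-repressed genes, cell wall, histones, alpha-cell markers, a-cell markers, sporulating diploid markers, cytosolic ribosomal proteins and transposon genes, with ribosomal RNA, tRNA, and snoRNA and snRNA as classes of RNA without a poly(A) tail. The sulfur list overlaps genes that the study names from its single cells, which are other libraries. The files hold none of the mitochondrially encoded genes listed, and the annotation marks no dubious reading frames, so neither class was analysed.

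The procedures were tested on simulated data with 200 changed genes. With the means and spread of 5 pg against 10 ng (3411 genes), edgeR recovered 3% of 4-fold and 23% of 16-fold changes, and 1 of its 27 calls was false. With those of 1 ng against 10 ng (3818 genes), it recovered 97% and 100%, and 11 of its 208 calls were false. DESeq2 made 98 and 220 calls on the same data, of which 33 and 23 were false. Camera gave p = 5.7e-11 for a list lowered 4-fold and p under 0.05 for 2 of 100 lists left unchanged (3492 genes). The simulated genes varied independently, whereas the lists tested below had estimated correlations of up to 0.483 (transposon genes). The rate of false list calls in the real data is therefore not given by this simulation. Alternatives covered the scaling (size factors by relative log expression, TMM with singleton pairing, library size alone), the filter on low counts, DESeq2, limma on log2(CPM + 1), the number of detected genes as a covariate, thinned counts, a replicate block, 1 ng as the high input, and other count minimums, weights and reference profiles. Libraries numbered 1 to 4 and those numbered above 4 were also compared separately, and each library was left out in turn. Both were chosen after the data were seen.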

Results

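The comparisons below addressed how the transcriptome of starved yeast, as read by a single-cell protocol, depends on the amount of RNA put into the reaction. Bulk RNA from cells under amino acid starvation was sequenced in 54 libraries of 6 input amounts. Gene totals spanned 670136 to 2328890 counts at 5 pg (n = 10), 410711 to 2452562 at 10 pg (n = 10) and 607907 to 1962394 at 20 pg (n = 10). They spanned 742481 to 2000395 at 100 pg (n = 7), 423001 to 2079272 at 1 ng (n = 8) and 290434 to 1575402 at 10 ng (n = 9). Values below are means ± SD over these libraries. The most abundant transcripts at 10 ng came from the glycolytic genes TDH3, ENO2, ENO1, GPM1 and TDH2. TDH3 (YGR192C), which encodes the main glyceraldehyde-3-phosphate dehydrogenase, had 80576 ± 14942 CPM (n = 9) at 10 ng and 58836 ± 29009 CPM (n = 10) at 5 pg. MET17 (YLR303W), which encodes the enzyme that fixes sulfide into homocysteine, had 17358 ± 2900 CPM (n = 9) at 10 ng and 19445 ± 9426 CPM (n = 10) at 5 pg. By mating type, the 4 alpha-cell markers held 208001 counts over the 54 libraries and the 7 a-cell markers held 564. Genes of sporulating diploids held 6358 counts. Among uniquely mapped reads, the classes of RNA without a poly(A) tail were low, with 62 counts of ribosomal RNA, 2106 of tRNA, and 4041 of snoRNA and snRNA. Reads that map to more than 1 copy of a gene were not counted. These counts therefore do not show how much RNA of these classes the libraries held. Libraries numbered 1 to 4 within an amount (lower-numbered) and those numbered above 4 (higher-numbered) differed in composition at some amounts. Values within each set are therefore given beside the pooled calls, with unadjusted exact permutation p-values. Some of these values under 0.05 do not pass once adjusted within the set, so they are not calls. For 100 pg against 1 ng the higher-numbered set held 3 against 4 libraries and could not reach 0.05 in these tests.

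The first comparison addressed how many yeast genes a library detects at each amount. The number of detected genes rose over the lowest amounts, from 1503 ± 660 (n = 10) at 5 pg to 2188 ± 479 (n = 10) at 10 pg and 2997 ± 532 (n = 10) at 20 pg. It was 3140 ± 1039 (n = 7) at 100 pg, 3273 ± 796 (n = 8) at 1 ng and 2855 ± 637 (n = 9) at 10 ng. The 10 ng libraries detected 1352 genes more than the 5 pg libraries (exact permutation p = 0.00585), and 9 of 9 lay above the 5 pg mean. The step from 5 pg to 10 pg was 685 genes (permutation p = 0.0368) and that from 10 pg to 20 pg was 809 genes (permutation p = 0.00708). In each, 9 of 10 libraries lay above the mean of the lower amount. The step from 5 pg to 10 pg no longer passed without any 1 of 12 libraries (5 pg replicates 1, 3, 4, 5, 6 and 8, and 10 pg replicates 5 to 10, permutation p up to 0.068). The 3 later steps did not pass (exact permutation p = 0.366 to 0.788). With a replicate block, neither the excess at 10 ng over 5 pg nor the step from 5 pg to 10 pg passed, whereas the fall from 1 ng to 10 ng did. The labels do not say that libraries of the same number belong together.

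At an equal depth of 290000 counts, the means were 1126 ± 454, 1825 ± 422, 2298 ± 481, 2213 ± 846, 2194 ± 441 and 1915 ± 245 genes in the order of the amounts. The excess of 10 ng over 5 pg was then 789 genes (exact permutation p = 0.00364, 9 of 9 libraries), but it no longer passed when libraries were thinned to 72500 counts. The step from 5 pg to 10 pg was 699 genes (permutation p = 0.0099, 10 of 10 libraries). The step from 10 pg to 20 pg was 473 genes and did not pass pooled (permutation p = 0.0657), but passed without 10 pg replicate 6 or any 1 of 20 pg replicates 1 to 4 (permutation p = 0.0374 to 0.0438). Within the sets it was 391 genes in the lower-numbered (exact p = 0.0286, 4 of 4 libraries) and 527 in the higher-numbered libraries (exact p = 0.00216, 6 of 6 libraries). The step from 5 pg to 10 pg at equal depth was 214 (exact p = 0.686) and 1022 genes (exact p = 0.00216), and the excess at 10 ng was 614 (exact p = 0.143) and 925 genes (exact p = 0.00433). The later steps at equal depth were -145 (exact p = 0.0286, 4 of 4 libraries) and 356 genes (exact p = 0.214) from 20 pg to 100 pg, 274 (exact p = 0.0571) and -511 genes (exact p = 0.286) from 100 pg to 1 ng, and -120 (exact p = 0.457) and -468 genes (exact p = 0.0794) from 1 ng to 10 ng. With all counts, the excess of 10 ng over 5 pg was 867 genes in the lower-numbered libraries (exact p = 0.257) and 1718 in the higher-numbered libraries (exact p = 0.00433). The step from 5 pg to 10 pg was -8.25 genes in the former (exact p = 1) and 1147 genes in the latter (exact p = 0.00216), and that from 10 pg to 20 pg was 790 (exact p = 0.0286) and 821 genes (exact p = 0.00216). The values from 5 pg in the lower-numbered libraries rested on replicate 2. Without it the step to 10 pg was 517 genes and the excess at 10 ng was 1392 genes, and at equal depth they were 572 and 971 genes, each with the smallest exact p that 3 against 4 libraries allow (0.0571).

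**Figure D1:**
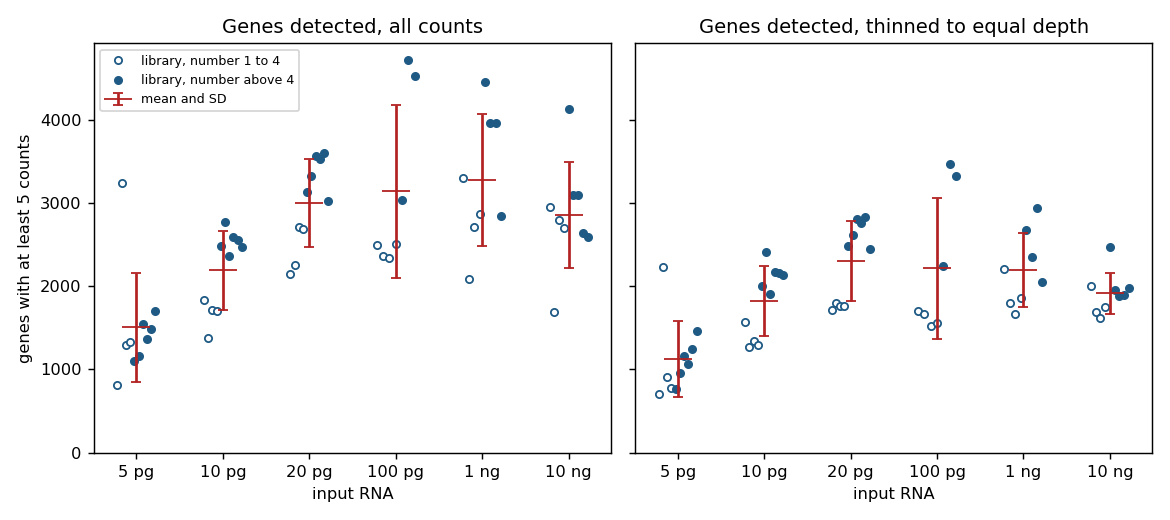
Genes with at least 5 counts per library against the input amount, with all counts (left) and after thinning to 290000 counts (right). Points are libraries, open for numbers 1 to 4, and bars are means with SD. At 5 pg, replicate 2 (3244 genes) stands above the other 9.

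The next comparison asked how near the transcript profile at each amount came to that at 10 ng. Spearman correlation across genes with the mean 10 ng profile was 0.504 ± 0.0778 (n = 10) at 5 pg, 0.511 ± 0.0250 (n = 10) at 10 pg and 0.544 ± 0.0280 (n = 10) at 20 pg. It was 0.619 ± 0.0904 (n = 7) at 100 pg, 0.826 ± 0.132 (n = 8) at 1 ng and 0.945 ± 0.0219 (n = 9) at 10 ng. The largest of the 5 steps, 0.207 from 100 pg to 1 ng, passed with 7 of 8 libraries above the 100 pg mean (exact permutation p = 0.0131). Of the 6 comparisons, only 5 pg against 10 pg did not pass (permutation p = 0.804). The step from 20 pg to 100 pg no longer passed without 20 pg replicate 5 or any 1 of 100 pg replicates 3, 4, 7 and 10 (exact permutation p up to 0.077). The 10 ng libraries were themselves the reference. Against the 1 ng profile, the difference between 10 ng and 1 ng was -0.00204. The step from 100 pg to 1 ng was 0.267 in the lower-numbered libraries (exact p = 0.0286, the smallest that 4 against 4 allow). It was 0.150 in the higher-numbered libraries (exact p = 0.286), where 3 against 4 libraries allow none below 0.0571. In the same order of sets, the excess of 10 ng over 5 pg was 0.436 (exact p = 0.0286) and 0.445 (exact p = 0.00433). From 1 ng to 10 ng the step was 0.0446 (exact p = 0.0286) and 0.193 (exact p = 0.0159). The pooled calls of the 2 lower steps held in at most 1 set, with 0.0462 (exact p = 0.0571) and 0.0253 (exact p = 0.149) from 10 pg to 20 pg, and 0.0880 (exact p = 0.0286) and 0.0586 (exact p = 0.405) from 20 pg to 100 pg.

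The composition of the libraries addressed which gene groups gained or lost share as the input rose. Cytosolic ribosomal protein genes, whose products form the ribosome, held 2.95% ± 1.22 (n = 10) of the counts at 5 pg, 2.96% ± 1.19 (n = 10) at 10 pg and 2.69% ± 0.766 (n = 10) at 20 pg. They held 2.22% ± 0.943 (n = 7) at 100 pg, 4.85% ± 1.46 (n = 8) at 1 ng and 8.997% ± 1.04 (n = 9) at 10 ng. Their share rose by 2.63 percentage points from 100 pg to 1 ng (exact permutation p = 0.0182, 8 of 8 libraries). It rose by 4.14 points from 1 ng to 10 ng (exact permutation p = 0.00148, 9 of 9 libraries). The latter rise was 3.47 points in the lower-numbered libraries (exact p = 0.0286) and 4.82 points in the higher-numbered libraries (exact p = 0.0159). The former was 3.74 points (exact p = 0.0286) and 1.39 points (exact p = 0.343), where the 3 against 4 higher-numbered libraries allow no exact p below 0.0571.

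Glycolysis and ethanol formation held 24.0% ± 8.81 (n = 10) of the counts at 5 pg, 43.7% ± 14.7 (n = 7) at 100 pg and 35.9% ± 5.02 (n = 9) at 10 ng. The excess of 10 ng over 5 pg was 11.9 points (exact permutation p = 0.0182, 9 of 9 libraries). It was 11.9 points in the lower-numbered (exact p = 0.0571) and 11.4 points in the higher-numbered libraries (exact p = 0.0433). At 100 pg the share was 55.4% ± 2.20 (n = 4) in the former and 28.1% ± 2.43 (n = 3) in the latter. From 20 pg to 100 pg it rose by 9.84 points (exact p = 0.0286) and 4.19 points (exact p = 0.0238) in these sets, and from 100 pg to 1 ng it changed by -14.2 points (exact p = 0.0286) and 8.94 points (exact p = 0.0571). The high pooled mean at 100 pg thus came from the lower-numbered libraries. From 10 pg to 20 pg the share rose by 4.94 points (exact p = 0.714) and 3.68 points (exact p = 0.00866). Sulfur amino acid synthesis and sulfate uptake held 5.63% to 5.99% on average from 5 pg to 1 ng and 4.37% ± 0.380 (n = 9) at 10 ng. The share at 10 ng differed by -1.26 points from 1 ng (exact permutation p = 0.0182) and by -1.50 points from 5 pg (exact permutation p = 0.0496), with 9 of 9 libraries below each mean. The difference from 1 ng was -1.55 points in the lower-numbered (exact p = 0.0571) and -0.943 points in the higher-numbered libraries (exact p = 0.0952). That from 5 pg was -1.37 points (exact p = 0.0857) and -1.60 points (exact p = 0.152), and pooled it passed only with all libraries or without 5 pg replicates 2, 6 or 8 or 10 ng replicate 1.

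The general stress response held 2.26% ± 0.413 (n = 7) at 100 pg and 3.43% ± 0.428 (n = 8) at 1 ng, a rise of 1.18 points (exact permutation p = 0.00839, 8 of 8 libraries). The 10 ng libraries exceeded the 5 pg libraries by 0.812 points (exact permutation p = 0.00234, 9 of 9 libraries). The step from 100 pg to 1 ng was 1.71 points in the lower-numbered (exact p = 0.0286) and 0.544 points in the higher-numbered libraries (exact p = 0.171). The excess at 10 ng was 0.660 points (exact p = 0.2) and 0.929 points (exact p = 0.00433). From 1 ng to 10 ng the stress share differed by -0.179 (exact p = 0.229) and 0.521 points (exact p = 0.0159), and from 10 pg to 20 pg by -0.322 (exact p = 0.343) and -0.361 points (exact p = 0.0411). Synthesis of other amino acids rose by 0.909 points (exact permutation p = 0.0435) and cell wall genes by 0.518 points (exact permutation p = 0.0364) from 100 pg to 1 ng, each in 8 of 8 libraries. For other amino acids that step was 1.40 points (exact p = 0.0286) and 0.239 points (exact p = 0.229) in the sets, and for cell wall genes 0.542 and 0.529 points (exact p = 0.0571 for each). The cell wall share differed by 0.253 (exact p = 0.629) and -0.450 points (exact p = 0.0346) from 10 pg to 20 pg. The pooled step of other amino acids no longer passed without any 1 of 100 pg replicates 1 to 4 and 1 ng replicates 1, 2, 4, 5, 7, 9 and 10. That of the cell wall genes no longer passed without any 1 of 100 pg replicates 2, 4, 5 and 7 and 1 ng replicates 1, 2, 3 and 10. Without 5 pg replicate 3 the excess of other amino acids at 10 ng over 5 pg, 0.971 points, passed (exact permutation p = 0.0323). In the sets it was 0.271 points (exact p = 0.743) and 1.22 points (exact p = 0.00433). Shares depend on each other. Taken outside the glycolysis list, the sulfur list differed by -1.19 points between 10 ng and 5 pg (exact permutation p = 0.585). The other amino acids then rose by 0.751 points from 100 pg to 1 ng (exact permutation p = 0.0746), and the cell wall genes differed by -0.00583 points. The 10 most abundant genes held 26.5% ± 10.4 (n = 10) of the counts at 5 pg, 45.8% ± 15.2 (n = 7) at 100 pg and 37.1% ± 4.97 (n = 9) at 10 ng. None of the 6 pooled comparisons passed (lowest exact permutation p = 0.0896). Without 5 pg replicate 5, the excess of 10 ng over 5 pg was 13.1 points (exact permutation p = 0.00444). From 20 pg to 100 pg the share rose by 10.0 points in the lower-numbered (exact p = 0.0286) and 4.09 points in the higher-numbered libraries (exact p = 0.0238). From 100 pg to 1 ng it changed by -15.1 points (exact p = 0.0286) and 8.69 points (exact p = 0.0571). From 10 pg to 20 pg it rose by 4.50 points (exact p = 0.8) and 4.28 points (exact p = 0.00649).

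**Figure D2:**
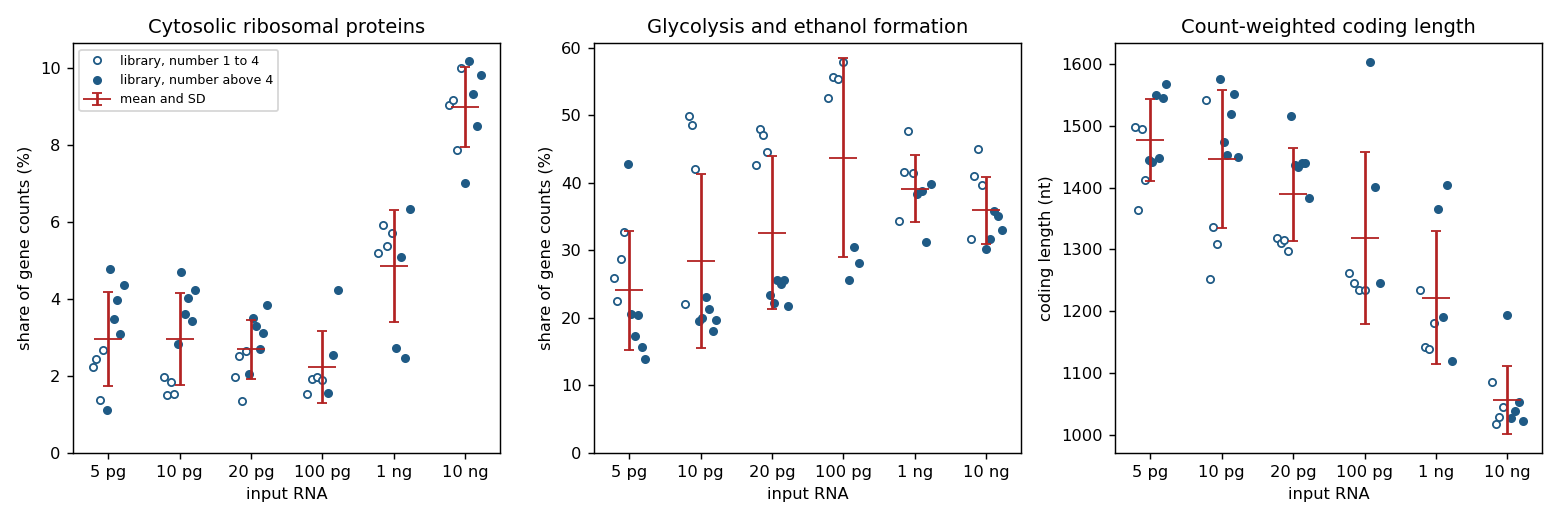
Share of gene counts (%) in cytosolic ribosomal protein genes and in glycolysis and ethanol formation, and count-weighted coding length (nt), against the input amount. Points are libraries, open for numbers 1 to 4, and bars are means with SD. The mean ribosomal protein share is 2.22% at 100 pg and 8.997% at 10 ng.

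Counts moved toward shorter genes as the input rose. The count-weighted coding length was 1477 ± 66.0 nt (n = 10) at 5 pg, 1446 ± 112 nt (n = 10) at 10 pg and 1389 ± 74.8 nt (n = 10) at 20 pg. It was 1318 ± 139 nt (n = 7) at 100 pg, 1222 ± 107 nt (n = 8) at 1 ng and 1057 ± 55.3 nt (n = 9) at 10 ng. It fell by 165 nt from 1 ng to 10 ng (exact permutation p = 0.00197) and by 420 nt from 5 pg to 10 ng (exact permutation p = 0.00013), with 9 of 9 libraries below each mean. The other steps did not pass, except that from 20 pg to 100 pg without 100 pg replicate 5 (-119 nt, exact permutation p = 0.018). Within the sets, that step was -66.8 nt in the lower-numbered (exact p = 0.0286, 4 of 4 libraries) and -24.8 nt in the higher-numbered libraries (exact p = 0.643), and the step from 10 pg to 20 pg was -48.9 nt (exact p = 0.686) and -62.6 nt (exact p = 0.0476). The difference between 10 ng and 1 ng was -130 nt in the lower-numbered (exact p = 0.0286) and -203 nt in the higher-numbered libraries (exact p = 0.0476). That between 10 ng and 5 pg was -398 nt (exact p = 0.0286) and -433 nt (exact p = 0.00433). Count-weighted GC content lay between 43.6% and 44.6% in the means of all amounts. None of its 6 pooled comparisons passed (lowest exact permutation p = 0.405). Within the sets, the excess of 10 ng over 5 pg was 0.0842 points in the lower-numbered (exact p = 0.857) and 1.15 points in the higher-numbered libraries (exact p = 0.026). From 20 pg to 100 pg GC content differed by 0.233 (exact p = 0.0286) and 0.341 points (exact p = 0.0952), and from 100 pg to 1 ng by -0.795 (exact p = 0.0286) and 0.708 points (exact p = 0.114). Adjusted over the 6 comparisons within a set, no GC difference passed (lowest adjusted p = 0.0857, exact permutation test).

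Between 5 pg and 10 ng, the gene-wise comparison asked which transcripts were higher or lower at a single-cell amount. The 10 ng libraries served as the reference. Whether their profile is nearer to the RNA put in was not tested, so a difference may lie on either side. FMP45 (YDL222C), which encodes a membrane protein of the cell cortex, had 273 ± 411 CPM (n = 10) at 5 pg and 6.22 ± 3.85 CPM (n = 9) at 10 ng. UTH1 (YKR042W), which encodes a protein of the cell wall and mitochondria, had 1044 ± 1635 CPM against 54.3 ± 18.3 CPM. Relative to the median of all genes, FMP45 had a log2 fold change of 6.37 (SE 1.59, edgeR adjusted p = 0.00227) and UTH1 of 5.31 (SE 1.28, adjusted p = 0.00177). TSL1 (YML100W), which encodes a subunit of trehalose synthase, rose by 3.89 (SE 1.11, edgeR adjusted p = 0.0024). SCW4 (YGR279C), which encodes a cell wall glucanase, rose by 3.53 (SE 1.34, edgeR adjusted p = 0.00965). FLC2, BDS1, UBA4, NRD1, PAB1, VPS13, ADE16 and RVS167 completed the 12 largest rises, with log2 fold changes from 3.76 (RVS167) to 5.48 (FLC2). Among the falls, ATP15 (YPL271W), which encodes the epsilon subunit of mitochondrial ATP synthase, had 2.27 ± 4.05 CPM (n = 10) at 5 pg and 154 ± 60.3 CPM (n = 9) at 10 ng. It had at least 5 counts in 2 of 10 and 9 of 9 of these libraries. CMD1 (YBR109C), which encodes calmodulin, had 37.0 ± 97.9 CPM against 968 ± 232 CPM (log2 fold change -5.63, SE 1.18, edgeR adjusted p = 0.017). COX5B (YIL111W), which encodes a subunit of cytochrome c oxidase, had 7.52 ± 14.9 CPM against 364 ± 74.1 CPM (log2 fold change -6.24, SE 1.23, edgeR adjusted p = 0.011). YDR248C, CTR2, GET4, URA10, SEC28, PSG1, GPM2, SEC11 and OSM1 completed the 12 largest falls, with log2 fold changes from -7.08 (YDR248C) to -5.36 (OSM1).

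Single libraries carried many of these values at 5 pg. Without replicate 5 the mean CPM was 153 for FMP45, 563 for UTH1, 414 for BDS1 and 1353 for RVS167. PAB1 had 1079 ± 3165 CPM (n = 10) at 5 pg, 78.9 CPM without replicate 5 and 173 CPM at 10 ng, and without that library its log2 fold change was -1.65 (edgeR adjusted p = 0.742). Without replicate 1 the mean CPM was 829 for FLC2, 77.3 for UBA4 and 524 for VPS13. ADE16 had 1229 CPM without replicate 4 and was then not called (edgeR adjusted p = 0.0554). Without replicate 2, CMD1 had 6.14 and COX5B 2.88 CPM, and without replicate 9 ATP15 had 1.04 CPM. The call of OSM1 ended without any 1 of 5 pg replicates 3, 7 and 8 and the 9 libraries of 10 ng (edgeR adjusted p up to 0.0665). Without replicate 2 the falls of URA10, SEC11, CMD1 and OSM1 were larger, with log2 fold changes from -8.24 (OSM1) to -6.66 (SEC11), as was that of GPM2 without replicate 8 (-7.17).

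Of 3492 genes tested between 5 pg and 10 ng, edgeR called 1070, with 804 higher and 266 lower at 5 pg. Most calls ended under some alternatives, with 35 genes called with the number of detected genes as a covariate, 301 with 5 counts required in 50% of libraries (2147 tested) and 434 with thinned counts (2361 tested). With 1 ng in place of 10 ng 24 were called. With a replicate block 20 were higher and 515 lower, and with limma 22 and 1635. The median log2 fold change over all genes was 1.64, but 0.994 without 5 pg replicate 6 and 0.424 with library size alone. The genes called higher had a median coding length of 1929 nt, those called lower of 810 nt, and all genes tested of 1158 nt. Of the 804 genes called higher, 454 had at least 5 counts in fewer than 50% of the 5 pg libraries and 133 in at least 80% of them. The balance of calls depended on the scaling: with library size alone 505 genes were called, 182 higher and 323 lower. Of the 1070 calls, 438 were made there in the same direction, and 1066 kept their sign. With each library left out in turn, edgeR called 531 to 1263 genes. The number fell by more than 1.5 times without any 1 of 10 ng replicates 2, 6, 7, 9 and 10 (531 to 713). Without 10 ng replicate 2 the calls were 258 higher and 273 lower, so the excess of calls higher at 5 pg rested on that library. Without 5 pg replicate 2, 1263 were called, 781 higher and 482 lower, so that the calls lower at 5 pg grew from 266. In the lower-numbered libraries edgeR called 0 genes (874 at an unadjusted p under 0.05), and in the higher-numbered libraries it called 633, of which 37 were higher at 5 pg. The fold change of the pooled calls had the same sign in 91.2% and 94.9% of those tested there. The sets are parts of the libraries that gave these calls, so the selection favours agreement in sign. It does not replicate the calls.

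By gene group, cytosolic ribosomal protein genes were lower at 5 pg relative to other genes (camera adjusted p = 2.85e-08, and adjusted p = 0.13 with an estimated correlation). Of 135 members tested, 7 fell, 1 rose and 127 did not pass, and adjusted over the list alone 2 fell and 0 rose. Counts of members that rose or fell use fold changes before the median was subtracted. Over all 3492 genes tested, 804 rose and 266 fell, so 7 falls among 135 are not a larger share than over all genes. RPL41A (YDL184C), which encodes a ribosomal protein of 78 nt coding length and has a near-identical copy, had 27.9 ± 36.0 CPM (n = 10) at 5 pg and 1295 ± 376 CPM (n = 9) at 10 ng. RPL3, which did not pass, had 2311 ± 1735 CPM at 5 pg and 4009 ± 267 CPM at 10 ng. The call of RPL41A ended without any 1 of 10 ng replicates 1, 3, 4, 6, 7, 9 and 10, and without 5 pg replicate 3 its mean there was 18.2 CPM. With 1 ng in place of 10 ng, the ribosomal protein list was higher at 5 pg relative to other genes (camera adjusted p = 0.0129), but not with an estimated correlation (adjusted p = 0.656). Its share of counts was lower at 5 pg (2.95% against 4.85%). Histone genes were lower at 5 pg (camera adjusted p = 0.026, and adjusted p = 0.252 with an estimated correlation). Of the 8, 0 rose, 1 fell (HTB2) and 7 did not pass, with the same counts adjusted over the list alone. HHT2, which did not pass, had 293 ± 307 CPM at 5 pg and 1705 ± 273 CPM at 10 ng. Without 5 pg replicates 2, 7 or 9 the histone list did not pass (camera adjusted p = 0.0894, 0.0591 and 0.0578). Transposon genes, the coding parts of Ty elements, were higher at 5 pg (camera adjusted p = 5.5e-19, and adjusted p = 0.13 with an estimated correlation). Of 37 members 23 rose, 0 fell and 14 did not pass, and adjusted over the list alone 30 rose and 0 fell. These genes are near-identical copies, so their counts of uniquely mapped reads are uncertain. YNL054W-B had 1115 ± 1947 CPM at 5 pg and 359 ± 231 CPM at 10 ng. Without 5 pg replicate 5 it had 527 CPM and was not called (edgeR adjusted p = 0.136). No list test of this comparison matched genes on coding length. Genes called lower at 5 pg had a median of 810 nt and those called higher of 1929 nt. The list results therefore do not separate the gene group from the coding length of its members.

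The glycolysis, sulfur amino acid, cell wall and stress lists were higher at 5 pg relative to other genes by camera with its preset correlation, and none of them passed with an estimated correlation (adjusted p = 0.13 to 0.252). The cell wall list passed there without any 1 of 10 ng replicate 2 and 5 pg replicates 3, 4 and 6 (adjusted p = 0.00539 to 0.0174). In edgeR's fit the list medians of the log2 fold change, less the median of all genes, were 0.747 for sulfur amino acids and 0.548 for the cell wall, 0.0748 for glycolysis and -0.00906 for the stress response. Under the other 3 scalings the medians of sulfur (0.143 to 0.621) and cell wall (0.382 to 0.598) stayed above 0. The median of glycolysis fell below it (-0.681 to -0.0129), and that of stress stayed below it (-0.189 to -0.0509). The shares of counts in glycolysis (24.0% against 35.9%) and stress (2.81% against 3.62%) were lower at 5 pg than at 10 ng. In glycolysis and ethanol formation (camera adjusted p = 8.67e-06) 9 genes rose, 0 fell and 8 did not pass, with 10 and 0 adjusted over the list alone. Among the 9 were PFK1 and PFK2, which encode the subunits of phosphofructokinase. PFK1 had 868 ± 752 CPM at 5 pg and 184 ± 113 CPM at 10 ng, and PFK2 had 2606 ± 3478 (1666 without 5 pg replicate 1) and 171 ± 97.6 CPM. The 9 also held TDH3, TDH2 and ADH1, whose log2 fold changes less the median of all genes were -0.0860, 0.171 and 0.0748. Their mean CPM was lower at 5 pg, at 58836 against 80576, 35976 against 44099 and 12129 against 14800. Their calls ended when any 1 of 12 (TDH3), 5 (TDH2) or 13 (ADH1) of the 19 libraries was left out. In sulfur amino acid synthesis and sulfate uptake (camera adjusted p = 0.00987) 9 rose, 1 fell (MHT1) and 16 did not pass, with 11 and 1 adjusted over the list alone. MET6, which encodes methionine synthase, had 7649 ± 3338 CPM at 5 pg and 2198 ± 327 CPM at 10 ng. MET5, which encodes a subunit of sulfite reductase, had 689 ± 573 and 77.5 ± 37.1 CPM. In the cell wall list (camera adjusted p = 0.000712) 11 rose, 0 fell and 16 did not pass, with 13 and 0 adjusted over the list alone. In the general stress response (camera adjusted p = 0.00707) 8 rose, among them HSP104, SSA4 and TSL1, 0 fell and 22 did not pass, with 7 and 0 adjusted over the list alone. The 8 of 30 that rose were near the share over all genes (804 of 3492). The call of HSP104 ended without 10 ng replicate 2 and that of SSA4 without 5 pg replicate 3.

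Synthesis of other amino acids did not pass as a list (camera adjusted p = 0.0739), but passed without any 1 of 5 pg replicates 1, 2, 4, 5 and 6 (adjusted p = 0.0143 to 0.0422), though in none of these with an estimated correlation (adjusted p = 0.129 to 0.305). Of its members 14 rose, 0 fell and 30 did not pass, with 14 and 0 adjusted over the list alone. Glucose-repressed genes (camera adjusted p = 0.125) had 3 members that rose, 0 that fell and 7 that did not pass, with 3 and 0 adjusted over the list alone. Alpha-cell markers (camera adjusted p = 0.125) had 2 members that rose, 0 that fell and 2 that did not pass, with 2 and 0 adjusted over the list alone. Ribosome biogenesis (camera adjusted p = 0.448) had 5 members that rose, 4 that fell and 6 that did not pass, with 6 and 4 adjusted over the list alone. In the weighted log2 values that camera uses, the median of all genes was -1.28. There the medians of the sulfur (-0.06), other amino acid (-0.65), ribosome biogenesis (-0.86) and stress (-0.11) lists lay below 0, whereas those of edgeR's fit lay above 0. The glucose-repressed list had a median of 0.34 and a mean of -0.26. By fry, which tests each list alone, ribosomal protein genes (adjusted p = 7.98e-06), histones (adjusted p = 0.00494) and transposon genes (adjusted p = 0.0355) passed.

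**Figure D3:**
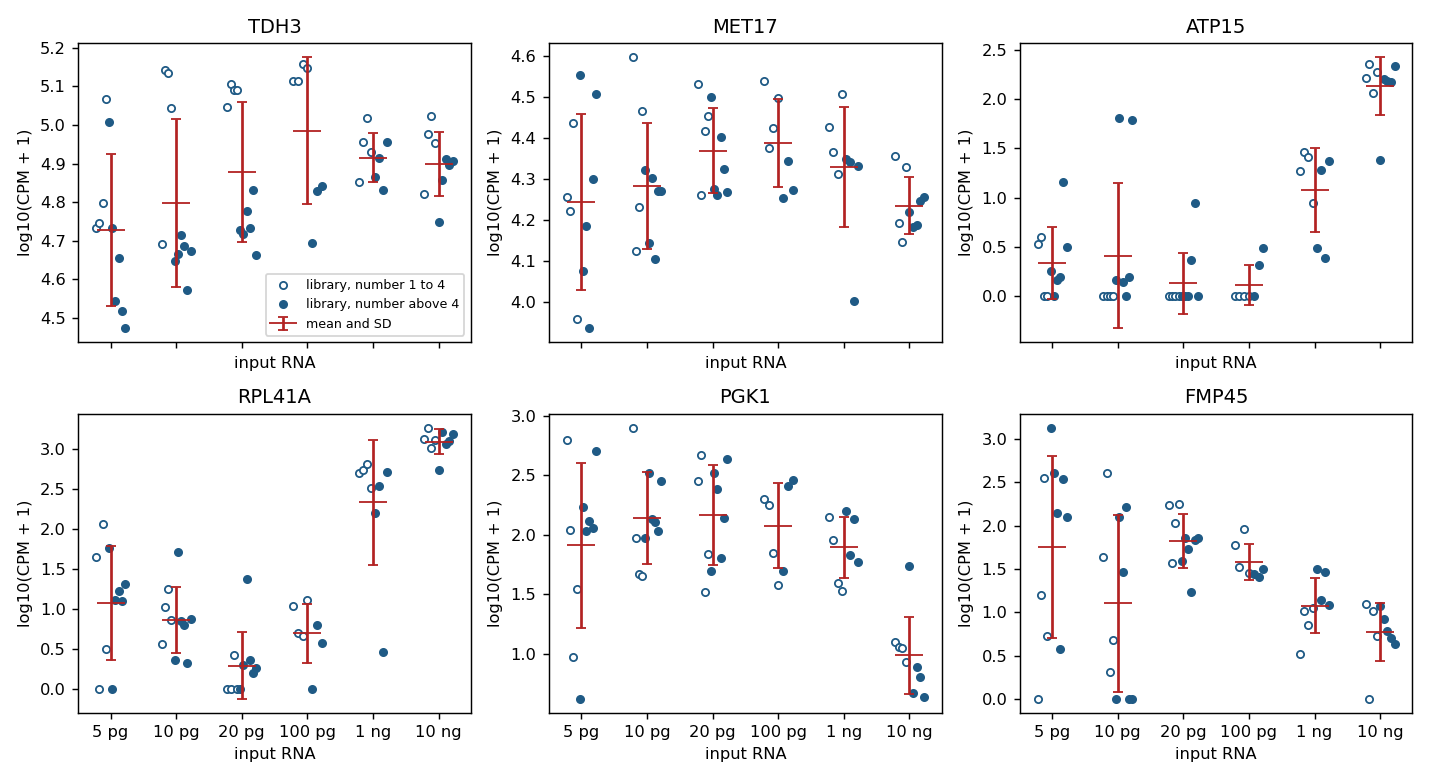
CPM of 6 genes as log10(CPM + 1) against the input amount. Points are libraries, open for numbers 1 to 4, and bars are means with SD of the log values. The mean CPM of ATP15 and RPL41A is highest at 10 ng (154 and 1295) and that of PGK1 and FMP45 is lowest there (12.5, or 7.36 without replicate 5, and 6.22).

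For the steps among the lowest amounts edgeR called few genes. Its dispersion was 5.94 for 5 pg against 10 pg and 4.05 for 10 pg against 20 pg, above the 3.02 of 5 pg against 10 ng at which it recovered 23% of simulated 16-fold changes, so few calls in these 2 steps do not mean few changes. For 20 pg against 100 pg the dispersion was 2.13, and recovery at that value was not simulated. From 10 pg to 20 pg the calls were PLP2 (YOR281C), which encodes a phosducin-like protein, and IKI3 (YLR384C), which encodes a subunit of the Elongator complex. PLP2 had 0.0723 ± 0.229 CPM (n = 10) at 10 pg and 89.3 ± 96.3 CPM (n = 10) at 20 pg (edgeR adjusted p = 0.00523). Its mean at 10 pg came from replicate 6 alone and was 0 CPM without it (edgeR adjusted p = 0.0303). IKI3 had 0.307 ± 0.550 CPM (0.180 without 10 pg replicate 6) and 106 ± 136 CPM (edgeR adjusted p = 0.035). At 10 pg, 0 of 10 libraries had 5 counts of either gene, and at 20 pg 9 and 8 of 10 did. The call of IKI3 ended without any 1 of 11 of the 20 libraries, and without 10 pg replicate 4 edgeR called 17 genes. DESeq2 called 125 genes for that step. The edgeR test called 0 of 3443 genes between 5 pg and 10 pg (539 at an unadjusted p under 0.05, 285 by DESeq2). It called 0 of 4546 between 20 pg and 100 pg (177 at an unadjusted p under 0.05, 11 by DESeq2), and up to 4 with a library left out (20 pg replicate 6). In the lower-numbered libraries edgeR called 15, 0 and 5 genes for the 3 steps (310, 425 and 280 at an unadjusted p under 0.05). In the higher-numbered libraries it called 0, 0 and 0 (594, 373 and 176 at an unadjusted p under 0.05). The median log2 fold changes over all genes were 0.12, -0.04 and 0.12. With a library left out they spanned -0.0556 (without 5 pg replicate 7) to 0.516 (10 pg replicate 7), -0.0840 (10 pg replicate 5) to 0.0338 (20 pg replicate 9), and 0.0776 (20 pg replicate 9) to 0.257 (100 pg replicate 7).

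From 100 pg to 1 ng, the 3 largest rises among the genes eligible for naming were in short ribosomal protein genes; no list test was run for this step. RPL41A had 5.37 ± 4.15 CPM (n = 7) at 100 pg and 377 ± 216 CPM (n = 8) at 1 ng. RPL43B (YJR094W-A) had 3.09 ± 4.34 (1.81 without 100 pg replicate 7) and 130 ± 72.2 CPM, and RPL41B (YDL133C-A) had 1.62 ± 1.45 and 64.9 ± 36.5 CPM. Their log2 fold changes of 100 pg over 1 ng were -6.08 (SE 0.95, edgeR adjusted p = 0.000525), -6.03 (SE 0.77, adjusted p = 9.24e-05) and -5.66 (SE 1.01, adjusted p = 0.0014). They are relative to the median of all genes, which was 0.12. Higher at 100 pg were SPT8, which encodes a subunit of the SAGA complex, SCC4, which encodes a subunit of the cohesin loader, and PHO4, which encodes the regulator of phosphate genes. Their log2 fold changes were 3.70 (SE 0.90), 3.51 (SE 0.88) and 3.35 (SE 0.87), with edgeR adjusted p of 0.00873, 0.0106 and 0.0146. SPT8 had 83.8 ± 92.9 CPM at 100 pg (51.5 without replicate 3) and 10.2 ± 9.33 CPM at 1 ng. The call of PHO4 ended without 100 pg replicate 1 and that of SCC4 without 100 pg replicate 4. Of 4670 genes edgeR called 321, with 161 higher and 160 lower at 100 pg. The median coding length was 1602 nt for the former and 363 nt for the latter. It called 206 without 1 ng replicate 10 and 489 without 1 ng replicate 9, the lowest and highest with a library left out. In the lower-numbered libraries edgeR called 968 genes. In the higher-numbered libraries it called 0 (345 at an unadjusted p under 0.05), where 92.7% of the pooled calls had the same sign. These libraries were among those that gave the pooled calls, so that agreement is not independent.

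Between 1 ng and 10 ng, long transcripts were lower and short transcripts higher at 10 ng. PGK1 (YCR012W, chromosome III, 137746 to 138996 in R64), which encodes the glycolytic phosphoglycerate kinase, had 89.5 ± 48.6 CPM (n = 8) at 1 ng and 12.5 ± 15.6 CPM (n = 9) at 10 ng. Without 10 ng replicate 5 the latter mean was 7.36 CPM. Its log2 fold change relative to the median of all genes, 0.23, was 2.36 (SE 0.39, edgeR adjusted p = 0.000167). The coding length of PGK1 lies near the median of the genes tested (1212 nt), so its fall at 10 ng is not an example of the length trend. SAC1 (YKL212W), which encodes a phosphoinositide phosphatase, had 69.2 ± 39.4 and 11.1 ± 6.29 CPM (log2 fold change 2.05, SE 0.33, edgeR adjusted p = 0.000114). MIT1, which encodes a regulator of filamentous growth, had a log2 fold change of 2.23 (SE 0.67, edgeR adjusted p = 0.00828), which was 0.694 without 1 ng replicate 9 (adjusted p = 0.115). ATP15 (chromosome XVI, 30079 to 30267) had 15.3 ± 10.3 CPM at 1 ng and 154 ± 60.3 CPM at 10 ng (log2 fold change -3.81, SE 0.56, edgeR adjusted p = 0.00021). YSY6 and TSC3, which encode small membrane proteins, had log2 fold changes of -3.71 (SE 0.53, edgeR adjusted p = 0.000168) and -3.29 (SE 0.59, adjusted p = 0.000957). Of 3927 genes edgeR called 1441, with 816 higher and 625 lower at 1 ng. The median coding length was 2140.5 nt for the former and 567 nt for the latter. The genes were also divided into 8 bins by coding length. The median log2 fold change went from -1.49 in the bin of shortest genes (494 genes, median 393 nt) to 1.11 in that of longest genes (491 genes, median 3414 nt). For 100 pg over 1 ng it went from -1.25 (588 genes) to 0.57 (583 genes). In the lower-numbered libraries edgeR called 871 genes between 1 ng and 10 ng, and in the higher-numbered libraries it called 83. The pooled calls had the same sign in 99.8% and 100% of those tested there, in parts of the libraries that gave them, so that agreement is not independent.

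**Figure D4:**
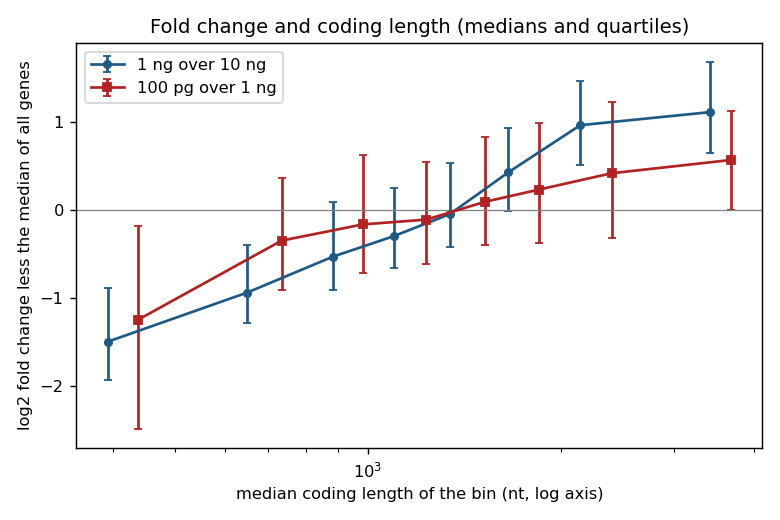
Log2 fold change, less the median of all genes, against the median coding length (nt, log axis) of 8 bins of genes, for 1 ng over 10 ng and for 100 pg over 1 ng. Points are medians and bars are quartiles over the genes of a bin. The medians for 1 ng over 10 ng run from -1.49 in the shortest bin to 1.11 in the longest.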

Values the study reported

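The study described 59 bulk libraries made from the dilution series. On average, 34% of their reads mapped uniquely to the yeast genome and 24% to the spike-in sequences.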

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

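Of the tests below, the test of template in 5 pg replicate 2 and its correlations with each amount were chosen after its results were seen. In 72 groups of libraries (12 measures at 6 amounts) 7 held a library far from the rest, where chance would give about 3.6.

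5 pg replicate 2 stood apart from its group: it detected 3244 genes against 1309 ± 264 (SD, n = 9) in the other 5 pg libraries. At 290000 counts it still detected 2224 genes, above the highest of the other 9 (1465) by more than their SD of 253. Its gene total of 670136 counts was the lowest of the 5 pg libraries. Both argue against deeper sequencing as the cause. The 1175 genes that it and at most 1 other 5 pg library detected had a median of 1.14 times their mean CPM at 1 ng. A small carry-over of reads from other libraries would leave such genes at a small part of their level. Each of them needed at least 5 counts in this library, however, so genes of low level could not show a small ratio. The median therefore does not decide on carry-over. 5 pg replicate 2 also held 49 spike-in species at equal spike-in depth, where the other 9 held at most 38.2. More template, RNA and spike-ins alike, passing through the whole reaction would give this. Because the spike-ins were raised with the RNA input, a library of a higher amount under a wrong label would show the same, and this stays open. Its mean Spearman correlation was 0.719 with the 1 ng, 0.667 with the 100 pg and 0.444 with the other 5 pg libraries. The other 9 also correlated more with 1 ng (0.489) and 100 pg (0.433) than with 5 pg (0.378), so the order alone does not decide it. No biological explanation was tested, because all libraries came from diluted bulk RNA.

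10 ng replicate 5 lay above the other 10 ng libraries in genes detected at equal depth (2465), in count-weighted coding length (1194 nt) and in the share of the general stress response (4.44%). The correlation of 20 pg replicate 5 with the 10 ng profile (0.478) lay below the other 20 pg libraries. The ribosomal protein share of 100 pg replicate 10 (4.22%) lay above the other 100 pg libraries. Spike-in counts, which enter no comparison of genes, rest on spike-in amounts that the design raised with the RNA input. They showed 37.9 ± 6.59 species (SD, n = 10) with at least 5 counts at 5 pg and 52.2 ± 2.54 (n = 9) at 10 ng, a difference of 14.3 (adjusted p = 0.00026, exact permutation test, 6 comparisons). Among the 5 libraries whose labels give no amount, 1 held 7.72% spike-in counts, whereas the other 4 held at most 0.0919%.

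Other divisions of the same libraries into groups of the same sizes were refitted, 100 per comparison with the real one included. Over unrestricted divisions, chance was excluded for the 1070 genes of 5 pg against 10 ng (1 of 100 divisions gave as many, highest other 495). It was likewise excluded for the 321 of 100 pg against 1 ng (1 of 100, highest other 66) and the 1441 of 1 ng against 10 ng (1 of 100, highest other 647). For 5 pg against 10 ng the other divisions still called a median of 131 genes, so many single calls may be false. Within numbers 1 to 4 edgeR called 0 genes for that comparison, and above 4 it called 37 higher and 596 lower at 5 pg. For the 2 genes of 10 pg against 20 pg, 2 of 100 divisions gave as many and the highest other gave 2, which excludes chance only over unrestricted divisions. These divisions did not keep library numbers apart, and within numbers 1 to 4 and above 4, and with a replicate block, edgeR called 0 genes, so the 2 calls are weak. For 5 pg against 10 pg and 20 pg against 100 pg, with 0 genes called, 100 of 100 divisions gave as many, which holds for any data when no gene is called, so chance was not excluded and the count says nothing about it. The highest other division of the former called 116 genes and 21 divisions called some; for the latter the highest was 0. Neither a structure of the 5 pg and 10 pg libraries other than the amount nor false calls on sparse counts was tested as its cause.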

How the results depend on the processing

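The alternatives without 5 pg replicate 2, without the glycolysis list and with shares outside that list were chosen after the data were seen; the others were set before. Of 263 alternatives of the measures, counts and lists, 188 kept direction and side of the threshold, and of 392 alternatives for the 38 genes with a fold change 318 did, 73 no longer passed and 1 reversed (PAB1 with limma on log2(CPM + 1), -0.0791). The cause of the changes below was not tested unless stated.

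Genes detected: a minimum of 1 count gave 374 for 10 pg minus 5 pg, which no longer passed, and 10 counts gave -20.8 for 100 pg minus 20 pg and -43.4 for 1 ng minus 100 pg. At equal depth, 1 count gave 591 for 10 pg minus 5 pg (no longer past), 828 for 20 pg minus 10 pg (now past), 392 for 100 pg minus 20 pg and 328 for 1 ng minus 100 pg (both reversed), and thinning to 72500 counts gave 246 for 10 ng minus 5 pg (no longer past). The labels do not say that libraries of the same number belong together, and not every such pair deviated together: the correlation of residuals exceeded 0.1 in 22 of 124 pairs (mean 0.0447, from -0.119 to 0.4934). Yet 24 of 54 libraries correlated best with one of their own number (17 of 24 from 100 pg up), more than in any of 10000 permutations of the numbers within amount and set (highest 22), a hint from the data of a shared source that the design does not name. With a replicate block, the differences in genes detected were 1337 for 10 ng minus 5 pg and 685 for 10 pg minus 5 pg (both no longer past) and -449 for 10 ng minus 1 ng (now past), and at equal depth 473 for 20 pg minus 10 pg and -285 for 10 ng minus 1 ng (both now past) and 102 for 100 pg minus 20 pg (reversed).

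Composition: with the 1 ng profile as reference, agreement at 10 ng minus 1 ng was -0.00204 (reversed). The 50 most abundant genes gave -2.60 points for 10 pg minus 5 pg (reversed). With each detected gene weighted once, length differed by 25.6, 26.4 and 7.26 nt over the first 3 steps (reversed) and by -106 nt for 1 ng minus 100 pg (now past), and GC content by -0.449 for 10 ng minus 5 pg, -0.474 for 10 pg minus 5 pg, -0.162 for 20 pg minus 10 pg and 0.103 for 10 ng minus 1 ng (all reversed); without the 10 most abundant genes the last was 0.0445. For shares outside the glycolysis list, the construction removes the counts of that list from the total. The sulfur list then differed by -1.19 for 10 ng minus 5 pg (no longer past) and 0.387 for 10 pg minus 5 pg (reversed). Other amino acids differed by 2.31 for 10 ng minus 5 pg and -0.620 for 10 ng minus 1 ng (both now past), 0.751 for 1 ng minus 100 pg (no longer past), and 0.181 for 10 pg minus 5 pg and 1.22 for 100 pg minus 20 pg (reversed). Reversed too were stress at 0.299 for 100 pg minus 20 pg and -0.0415 for 10 ng minus 1 ng, cell wall at 0.220 for 10 ng minus 5 pg, 0.154 for 20 pg minus 10 pg, 1.02 for 100 pg minus 20 pg and -0.00583 for 1 ng minus 100 pg, and ribosomal proteins at 0.0213 for 100 pg minus 20 pg. Without 5 pg replicate 2 the last list gave -0.0398 for 10 pg minus 5 pg (reversed).

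Genes changed between 5 pg and 10 ng, 1070 in edgeR with TMM, were 535 with a replicate block, 617 with TMM with singleton pairing, 505 with library size alone, 301 with 5 counts in 50% of libraries (2147 genes tested), 1657 with limma, 35 with the number of detected genes as a covariate, 434 with thinned counts and 24 with 1 ng as the high input; 6 further alternatives gave 811 to 1550. DESeq2 called 285 genes for 5 pg against 10 pg, 125 for 10 pg against 20 pg, 11 for 20 pg against 100 pg and 564 for 100 pg against 1 ng, and the replicate block called 0 for 10 pg against 20 pg and 8 for 20 pg against 100 pg. The 1 ng against 10 ng count ranged from 1354 to 1601 over its 4 alternatives.

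Gene lists, as adjusted p: with an estimated correlation, sulfur and histones had 0.252, stress and glycolysis 0.177, and cell wall, ribosomal proteins and transposons 0.13, none past. Fry tests a list against no change and not against other genes, whose median was -1.28 there, so the opposite sign it gave the sulfur (0.93), other amino acid (0.41), biogenesis (0.383), stress (0.93) and glucose-repressed (0.794) lists does not reverse the relative result. By fry glycolysis (0.383) and cell wall (0.699) no longer passed. Other amino acids passed with the stricter filter (0.0312), the replicate block (7.2e-06) and without 5 pg replicate 2 (0.0274), all at the preset correlation; with an estimated one the last had 0.263 and the other 2 were not run. Histones no longer passed with 1 ng as the high input (0.851) or without 5 pg replicate 2 (0.0894). With 1 ng as the high input alpha-cell markers passed (0.0189) and ribosomal proteins reversed (0.0129), neither past with an estimated correlation (0.126 and 0.656). Gene counts averaged 1568220 at 5 pg and 948818 at 10 ng, and thinning to 290000 counts lowered the genes called between them from 1070 to 434 and the excess of detected genes at 10 ng from 1352 to 789. In simulated data edgeR found 23% of 16-fold changes for 5 pg against 10 ng and 100% for 1 ng against 10 ng. The common dispersions of these fits were 3.02 and 0.293.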

Other observations

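The tests of effective molecules and of gene copies and the comparison of library numbers were chosen after the results were seen. The 5 libraries whose labels give no amount were deeper (6407797 to 14337575 gene counts) and differed in composition from all 6 groups. Genes of sulfur amino acid synthesis and sulfate uptake held 6.80% to 7.97% of their counts, but its genes did not move together. MET5 had a median of 3723 CPM (2742 to 7899), where the means of the amounts ran from 77.5 at 10 ng to 689 at 5 pg. MET17 had a median of 12558 CPM (6626 to 14268), below the means of all amounts (17358 to 24987). MET6, at 6764 CPM, lay within the means from 5 pg to 1 ng (6031 to 7649) and above that at 10 ng (2198). Glycolysis and ethanol formation held 5.38% to 8.52% of their counts and cytosolic ribosomal protein genes 0.324% to 1.06%, against 35.9% and 8.997% at 10 ng. PGK1, which encodes phosphoglycerate kinase, had a median of 4282 CPM (3952 to 5379) in these libraries, and 12.5 CPM at 10 ng, 89.5 at 1 ng and between 153 and 209 at the lower amounts, while TDH3, which acts in the step before it, had a median of 13810 CPM against 80576 at 10 ng. At 290000 counts the 5 libraries detected 3856 to 4845 genes, and their count-weighted coding length was 1594 to 2128 nt.

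Libraries numbered 1 to 4 and those numbered above 4 differed past the threshold in some measures at 10 pg and 20 pg. No difference passed at 5 pg, 100 pg, 1 ng or 10 ng (lowest adjusted p = 0.114, exact permutation tests). At 100 pg, 4 against 3 libraries allow no exact p below 0.0571. The cut at number 4 was chosen after the data of these same libraries were seen, so the p-values here describe the difference only. At 20 pg, glycolysis and ethanol formation held 45.6% ± 2.45 (SD, n = 4) of the counts in the former and 23.9% ± 1.71 (n = 6) in the latter (adjusted p = 0.0381, exact permutation test, 24 comparisons). At equal depth the 20 pg libraries detected 1758 ± 34.5 and 2658 ± 166 genes, and the 10 pg libraries 1367 ± 139 and 2130 ± 173 (adjusted p = 0.0381 for each, exact permutation tests). Ribosomal protein genes held 1.71% ± 0.237 (n = 4) and 3.80% ± 0.655 (n = 6) at 10 pg (adjusted p = 0.0381, exact permutation test), and 9.03% ± 0.875 (n = 4) and 8.97% ± 1.26 (n = 5) at 10 ng (adjusted p = 0.968). The labels do not say what the numbers stand for.

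The larger share of cytosolic ribosomal protein genes at 10 ng than at 1 ng was set against coding length, copies and library number. Of as many other genes matched on coding length (135, median 435 nt) the share also rose, from 1.57% to 2.53% (p = 0.000329, exact permutation test), so length or a property tied to it may account for much of the difference. The log2 ratio of the ribosomal protein share to the matched share was still 0.21 higher at 10 ng (p = 0.00387, exact permutation test), which argues against length as the whole cause. Library number is argued against by a rise within both sets (larger exact permutation p = 0.0286). The 19 ribosomal protein genes without a second copy rose by 0.679 points from 1.52% (p = 0.000247, exact permutation test). Relative to 85 genes matched on length, however, the 17 of them tested were higher at 10 ng by a log2 ratio of only 0.0458 (p = 0.709, exact permutation test). The excess over length was thus not shown outside genes with a second copy, and reads shared between copies may contribute to it. Other properties of short or abundant transcripts were not tested, and no biological explanation was tested, because the design dilutes RNA of 1 condition.

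A hypothesis was that the number of molecules that reach the library doubles with the input. An effective number of molecules was fitted for each library from which genes with 1 to 1000 CPM at 1 ng it detected. On simulated data (4850 genes) the error was -6.74% to 6.48%. Those data were drawn from the 1 ng profile itself, and a gene was detected from 1 molecule, with no reads, amplification or count minimum. The error therefore covers the fit alone and does not measure accuracy on these libraries. From 10 pg to 20 pg the ratio of the means was 2.43 (bootstrap 95% interval 1.70 to 3.48), an interval that holds the 2 of capture in proportion to the input. From 5 pg to 10 pg it was 1.46 (0.662 to 3.63), an interval too wide to tell. Without 5 pg replicate 2, at 78959 effective molecules against 7343 ± 2371 (SD, n = 9) in the others, the latter ratio was 2.89 (2.07 to 3.96). With genes counted as detected from 1 count, the ratios were 2.27 (1.63 to 3.21) from 10 pg to 20 pg and 0.711 (0.284 to 2.51) from 5 pg to 10 pg, the latter 1.88 (1.26 to 2.85) without that library. Whether 5 pg libraries captured less than their share thus depended on that library and on the count minimum. From 20 pg to 100 pg, a 5-fold step, the ratio was 2.13 (0.636 to 4.19), which leaves out 5, and 2.94 (1.27 to 5.16) from 1 count, which holds it, so this step does not decide. Replicates 7 and 10 of 100 pg, at 330612 and 261139 effective molecules against 29901 to 43715 in the other 5, carried that mean, and without replicate 7 the ratio was 1.42. In libraries numbered 1 to 4 and above 4 the ratio was 1.11 (0.875 to 1.498) and 3.22 (0.693 to 5.24) for this step, 0.481 (0.191 to 2.73) and 3.43 (2.77 to 4.33) from 5 pg to 10 pg, and 2.60 (1.91 to 3.53) and 2.39 (1.96 to 2.82) from 10 pg to 20 pg. From 1 count the sets gave 2.03 (1.66 to 2.63) and 4.14 (0.888 to 6.57), 0.218 (0.0816 to 1.997) and 2.28 (1.57 to 3.52), and 2.79 (2.04 to 3.85) and 2.12 (1.58 to 2.77) in the same order. From 20 pg to 100 pg the libraries numbered 1 to 4 thus left out 5 at both minimums, and those above 4 held it at both. From 5 pg to 10 pg the libraries numbered above 4 lay above 2 from 5 counts but held it from 1 count, whereas those numbered 1 to 4, which hold 5 pg replicate 2, held 2 from 5 counts but lay just below it from 1 count. From 10 pg to 20 pg those numbered 1 to 4 held 2 from 5 counts but lay above it from 1 count. In that step the pooled libraries thus held 2 at both minimums, but not each set did. From 5 counts, libraries had 21111 to 79648 effective molecules at 20 pg, 27092 to 300667 at 1 ng and 16132 to 209095 at 10 ng. The number thus did not follow the input at the higher amounts, and the fit did not equalise depth between libraries. A ratio near 2 at the lowest amounts therefore does not by itself show capture in proportion.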
